A study of Mus musculus with 24 samples. Its data were reported in "Rapamycin Reverses the Hepatic Response to Diet‐Induced Metabolic Stress That Is Amplified by Aging" (2026).

How the data were processed

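RNA was sequenced from hepatocytes isolated by liver perfusion from 24 C57BL/6J mice. Groups and replicate numbers were taken from the sample labels. There were 8 animals on normal diet with vehicle (ND+veh), 7 on high-fat diet with vehicle (HFD+veh) and 9 on high-fat diet with encapsulated rapamycin (HFD+eRapa). All libraries carry the same batch label, so no batch comparison was made.

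The authors aligned the reads with STAR in its repeated-pass mode to mm10 with the Gencode M23 annotation and filtered the alignments with SAMtools. The deposited counts are raw whole numbers of reads per gene, made by the authors with HTSeq. Whether that counting used strand is not stated, so overlapping and antisense genes are uncertain. The deposited FPKM values (fragments per kilobase of gene and per M mapped fragments, M being 1000000) were made by the authors with Cufflinks from the same alignments. Both tables list 55421 genes and hold 1 column per library, with no pooling. All columns matched a sample. Gene coordinates were read from the Gencode M21 annotation of GRCm38, the same assembly as mm10, in which 55154 of the gene identifiers were found once version suffixes were ignored.

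Total counts per library ran from 17.7 to 25.9 M. In pairs of libraries of the same group, the chi-square per degree of freedom over genes was at least 11.3, so no pair agreed within sampling noise and each library was counted as 1 replicate. Intervals for a share of counts are 95% Wilson intervals. They cover counting error only, because the reads carry no molecular identifiers.

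Gene-wise tests were run on the counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group labels, libraries were scaled by TMM, dispersions were estimated with estimateDisp, and quasi-likelihood models were fitted with glmQLFit (robust) and tested with glmQLFTest. A single fit held all 24 libraries and the 3 groups with no covariates. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are termed called. Standard errors (SE) are the absolute log2 fold change divided by the square root of the F statistic. Expression per animal is given as counts per M counts (CPM), and log2 CPM was computed with a prior count of 2.

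The genes named in the text followed a rule fixed beforehand. Irf3, Rela, Trim24, Sirt1, Hnf4a and Alb were always named. Another regulator on that list is not reported here, and the counts of regulator tests cover the remaining 5 genes. In each contrast the 3 genes with the largest rise and the 3 with the largest fall were added. They had to be called, to have a mean log2 CPM of at least 3 over all libraries, and to show no overlap between the log2 CPM of both groups. Predicted genes without a symbol were skipped.

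Overlaps of called genes were tested with a one-sided Fisher's exact test against the 13847 genes tested. Log2 ratios of group mean FPKM, with a pseudocount of 0.001, were correlated across the genes that edgeR called between HFD+veh and ND+veh. Principal components were taken from log2(FPKM + 1) of genes with non-zero variance. Each library's distance to its group centroid was measured on 3 components.

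For 15 gene lists written beforehand (310 symbols, 309 in the tables), each listed gene that passed the filter was z-scored over the 24 libraries on log2 CPM. The mean over the list was taken as the score of an animal. Group means were compared with two-sided exact permutation tests, adjusted over 45 comparisons. An immune marker score averaged 27 genes of the macrophage, lymphocyte and neutrophil lists, and a second score averaged 31 genes of the endothelial, stellate cell and cholangiocyte lists.

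Replicate numbers are shared between groups in the labels, although they belong to different animals. Fits with the replicate number as a block were therefore made as an alternative, and the check of that pairing is the mean correlation of same-numbered libraries after removal of group means. Other alternatives were DESeq2 1.42.0, limma 3.58.1 voom with a weight per group, DESeq2 size factors within edgeR, no expression filter, a minimum of 10 counts in every library, fits of only the groups compared, either marker score as a covariate, an added requirement of an absolute log2 fold change of at least 1, disjoint HFD+veh animals in both contrasts, other pseudocounts and scorings, and the removal of each library in turn. Groupings, designs and these alternatives were chosen before the data were examined.

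The fits were tested on simulated counts drawn for 13847 genes with the real means, dispersions and library sizes, of which 200 were changed by a log2 fold change of 1 in HFD+veh. For HFD+veh against ND+veh, edgeR recovered 125 of them and 3.10% of its calls were false. DESeq2 recovered 140 with 12.5% false, and voom recovered 122 with 3.17% false. The edgeR fit with the replicate number as a block recovered 112 with 5.08% false. In the contrast without simulated changes edgeR called 0 of 13847 genes. This was a single simulated data set, with genes drawn independently and with pooled means and the same dispersion of a gene in all groups. In the real data genes move together and far more of them were called. The rates of false calls therefore need not hold for the real calls of any of these fits. The permutation test was checked on 200 simulated null comparisons, of which 10 fell under 0.05. Python 3.11.15 was used for scores and figures. Pathway and upstream-regulator enrichment and the tumorigenic index were not analysed here.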

Results

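Hepatocyte transcriptomes were measured in 24 aged mice to ask how a high-fat diet changes gene expression and whether rapamycin, an inhibitor of the kinase mTOR, alters that response. Mice had received vehicle or encapsulated rapamycin (eRapa, 42 ppm in the diet) from 4 months of age. At 18 months they stayed on normal diet with vehicle (ND+veh, n = 8) or were moved for 9 weeks to a diet with 60% of calories from fat, with vehicle (HFD+veh, n = 7) or with eRapa (HFD+eRapa, n = 9). The libraries held 21.2 ± 2.77 M counts in ND+veh (SD, n = 8; M, units of 1000000), 21.4 ± 0.741 M in HFD+veh (SD, n = 7) and 19.9 ± 2.02 M in HFD+eRapa (SD, n = 9). Depth did not differ between any pair of groups beyond the spread between animals, with a smallest exact permutation p of 0.0828 (two-sided, HFD+eRapa against HFD+veh). Counts for Xist stayed at or below 0.278 CPM and those for Ddx3y, on the Y chromosome, at or above 53.7 CPM in all libraries. That pattern is the one of male animals.

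Principal component analysis of log2(FPKM + 1) placed 39.9% of the variance on PC1, 9.63% on PC2 and 6.31% on PC3. On PC1 the HFD+veh libraries scored 55.2 units above ND+veh (exact permutation p = 0.0183, adjusted over 9 tests 0.0330) and HFD+eRapa scored 66.0 units below HFD+veh, a difference of -66.0 (exact permutation p = 0.00288, adjusted 0.0130). HFD+eRapa and ND+veh did not separate on PC1, with a difference of -10.8 (exact permutation p = 0.324). They separated on PC2 by 38.4 units (exact permutation p = 4.11e-05, adjusted 0.000370) and on PC3 by -22.8 (exact permutation p = 0.0111, adjusted 0.0251). HFD+veh also differed from ND+veh on PC2, by 22.3 (exact permutation p = 0.0106, adjusted 0.0251). The mean distance of a library to its group centroid was 46.97 ± 25.1 in HFD+veh (SD, n = 7), 27.1 ± 16.4 in ND+veh (SD, n = 8) and 23.6 ± 9.86 in HFD+eRapa (SD, n = 9). The ratio of HFD+veh to ND+veh, 1.73, was within what relabelling gives (two-sided exact permutation p = 0.0887). The ratio of HFD+eRapa to HFD+veh was 0.502 (exact permutation p = 0.0199, adjusted over 3 comparisons 0.0598). The alternative that moved the first ratio most was the median distance, with 2.29.

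**Figure D1:**
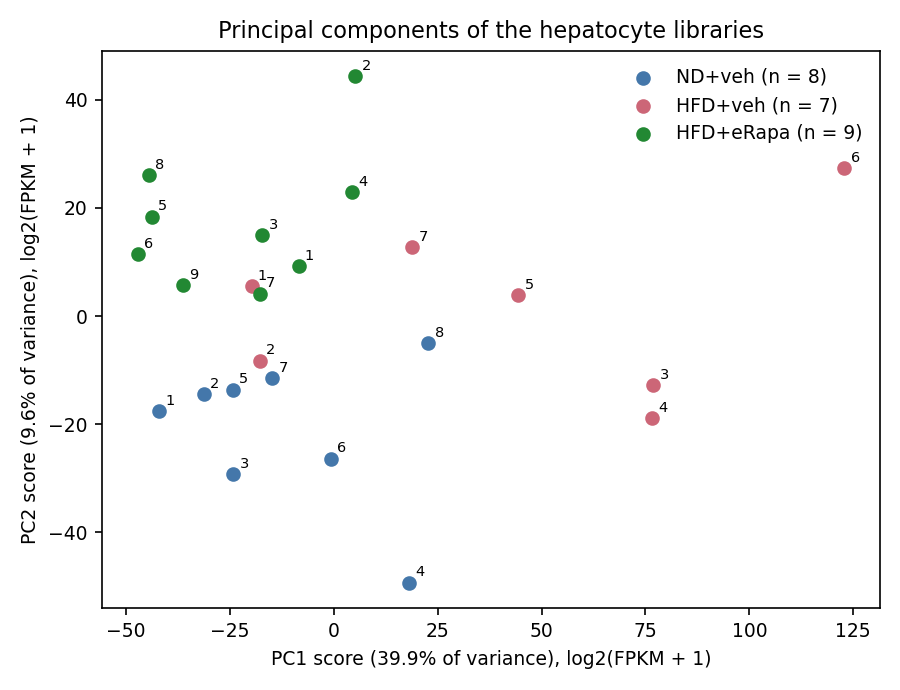
Each point is a library at its PC1 score (x axis, 39.9% of variance) and PC2 score (y axis, 9.63% of variance) from log2(FPKM + 1), coloured by group and numbered by replicate. The HFD+veh libraries spread widely along PC1, with replicates 1 and 2 among the libraries of the other groups, while ND+veh and HFD+eRapa differ mainly along PC2.

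The first comparison asked what the high-fat diet changed. Of 13847 genes tested, edgeR called 3584 between HFD+veh and ND+veh, 2218 higher and 1366 lower in HFD+veh. Among these, 1585 changed by an absolute log2 fold change of at least 1, 1276 upward and 309 downward. The excess of higher genes did not hold with the immune marker score as a covariate, where 560 were higher and 658 lower, or without HFD+veh replicate 6, where 988 were higher and 1118 lower. In 338 of the genes tested (2.44%) the animals of both groups did not overlap, against 0.0311% by chance. With the replicate number as a block, 2461 genes were called. Same-numbered ND+veh and HFD+veh libraries had a mean correlation of 0.230 (permutation p = 0.0270). The alternative that moved the count most was the immune marker score as a covariate, with 1218 genes.

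The rise was largest for Aldh1b1 (ENSMUSG00000035561.5, GRCm38 chromosome 4, 45799022 to 45804604, protein coding). It had 241 ± 72.5 CPM in HFD+veh (SD, n = 7) and 13.3 ± 9.32 CPM in ND+veh (SD, n = 8), a log2 fold change of 4.26 (SE 0.473, edgeR adjusted p = 4.61e-06). Raet1d (chromosome 10, 22360552 to 22374139) rose by a log2 fold change of 3.29 and Cryl1 (chromosome 14, 57274993 to 57398529) by 2.59. The largest fall was that of Slco1a1 (ENSMUSG00000041698.11, chromosome 6, 141907282 to 141946962, protein coding). It went from 377 ± 144 CPM in ND+veh (SD, n = 8) to 8.84 ± 8.66 CPM in HFD+veh (SD, n = 7), a log2 fold change of -5.41 (SE 0.579, edgeR adjusted p = 2.52e-06). Avpr1a (chromosome 10, 122448499 to 122453452) changed by a log2 fold change of -4.19 and Igfbp2 (chromosome 1, 72824503 to 72852474) by -3.03. For all 6 genes the animals of both groups did not overlap, as the selection rule required.

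The second comparison asked what eRapa changed on the high-fat diet. Between HFD+eRapa and HFD+veh, 4432 of 13847 genes were called, 1507 higher and 2925 lower with eRapa. Of these, 2284 passed an absolute log2 fold change of 1, 298 upward and 1986 downward. The groups did not overlap in 358 of the genes tested (2.59%), against 0.0175% by chance. The fit with the replicate number as a block called 2532 genes, 1073 higher and 1459 lower. Same-numbered HFD+veh and HFD+eRapa libraries had a mean correlation of -0.176 (permutation p = 0.0731).

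Slco1a1, the gene with the largest fall on the high-fat diet, was among the 3 largest rises with eRapa, at 471 ± 172 CPM (SD, n = 9), a log2 fold change of 5.80 (SE 0.586, edgeR adjusted p = 2.06e-06). Mup15 (chromosome 4, 61435790 to 61439743) and Mup7 (chromosome 4, 60066469 to 60070475) had log2 fold changes of 8.21 and 7.65. Both belong to a family of near-identical genes whose reads could have been split in counting, so these values are uncertain. The largest falls were in Ly6a (chromosome 15, 74994877 to 74998031), Cyp2a4 (chromosome 7, 26307169 to 26315088) and Ifi44 (chromosome 3, 151730922 to 151749960). Ly6a had 116 ± 140 CPM in HFD+veh (SD, n = 7) and 3.51 ± 1.92 CPM in HFD+eRapa (SD, n = 9), a log2 fold change of -4.86 (SE 0.861, edgeR adjusted p = 0.000461). Cyp2a4, which has close relatives in its cluster, changed by -4.64 (edgeR adjusted p = 0.00362) and Ifi44 by -4.12 (edgeR adjusted p = 0.00195). With the immune marker score as a covariate, Ly6a and Ifi44 kept their direction and were no longer called (edgeR adjusted p = 0.0964 and 0.123).

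The third comparison set HFD+eRapa against ND+veh, groups that differ in both diet and eRapa. No group received eRapa on normal diet, so these effects cannot be separated in this contrast. Here 1865 of 13847 genes were called, 959 higher and 906 lower in HFD+eRapa, and 711 passed an absolute log2 fold change of 1, 258 upward and 453 downward. With the immune marker score as a covariate 1308 were higher and 1631 lower, so the balance of directions depended on these choices. In 467 of the genes tested (3.37%) the groups did not overlap, against 0.00823% by chance. Of the 1865 genes, 1098 were not called between HFD+veh and ND+veh, and 717 of those 1098 were also called against HFD+veh in the same direction. The largest rises were in Mup15, with a log2 fold change of 5.55, and in Saa1 (chromosome 7, 46740497 to 46742980) and Saa2 (chromosome 7, 46751790 to 46754313), with 3.14 and 3.04. Saa1 and Saa2 are close copies of each other, and their split is uncertain. HFD+eRapa replicate 2 had 810 CPM of Saa1 and 227 CPM of Saa2, against at most 115 and 56.0 CPM in the other HFD+eRapa animals. The size of both rises therefore rests in part on this library. The largest falls were in Cyp39a1 (chromosome 17, 43667425 to 43751431), Ecm1 (chromosome 3, 95734147 to 95739569) and Slco2a1 (chromosome 9, 102988712 to 103096002). Slco2a1 had 21.8 ± 5.10 CPM in HFD+eRapa (SD, n = 9) and 100 ± 28.0 CPM in ND+veh (SD, n = 8), a log2 fold change of -2.13 (SE 0.217, edgeR adjusted p = 6.13e-07). Cyp39a1 changed by a log2 fold change of -2.81 and Ecm1 by -2.19.

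The next question was how far the eRapa response ran against the diet response. Of the 2218 genes called higher in HFD+veh than in ND+veh, 1496 (67.4%) were called lower in HFD+eRapa than in HFD+veh. Chance gives 469 genes, a 3.19-fold excess, and the one-sided Fisher's exact p was too small for the software to represent. Of the 1366 genes called lower in HFD+veh, 558 (40.8%) were called higher in HFD+eRapa, a 3.75-fold excess (one-sided Fisher's exact p = 3.77e-212). These tests treat genes as independent, and the HFD+veh libraries enter both contrasts. With the replicate number as a block the overlaps held 564 and 336 genes. When the HFD+veh animals were split so that different ones entered each contrast, over 35 splits in both orders, the median overlaps were 286.5 and 116.5 genes. In those fits a median of 80.6% of the genes called higher in HFD+veh had a lower estimate with eRapa.

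Relative to ND+veh, 1816 of the 2218 genes higher in HFD+veh (81.9%) were not called in HFD+eRapa, and 378 (17.04%) were called in the same direction. Of the 1366 genes lower in HFD+veh, 1001 (73.3%) were not called in HFD+eRapa and 334 (24.5%) were called in the same direction. The median log2 fold change of the 2218 genes was 1.24 in HFD+veh and 0.06 in HFD+eRapa, each against ND+veh. That of the 1366 genes was -0.63 and -0.24.

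Across the genes called between HFD+veh and ND+veh, the log2 ratio of mean FPKM for HFD+veh over ND+veh had a Pearson r of -0.859 with that for HFD+eRapa over HFD+veh. This correlation is across genes, which are not independent replicates, and mean FPKM of HFD+veh stands in both ratios with opposite signs. With different HFD+veh animals in each ratio the median r was -0.750. With genes and fold changes from the fit with the replicate block, r was -0.847.

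**Figure D2:**
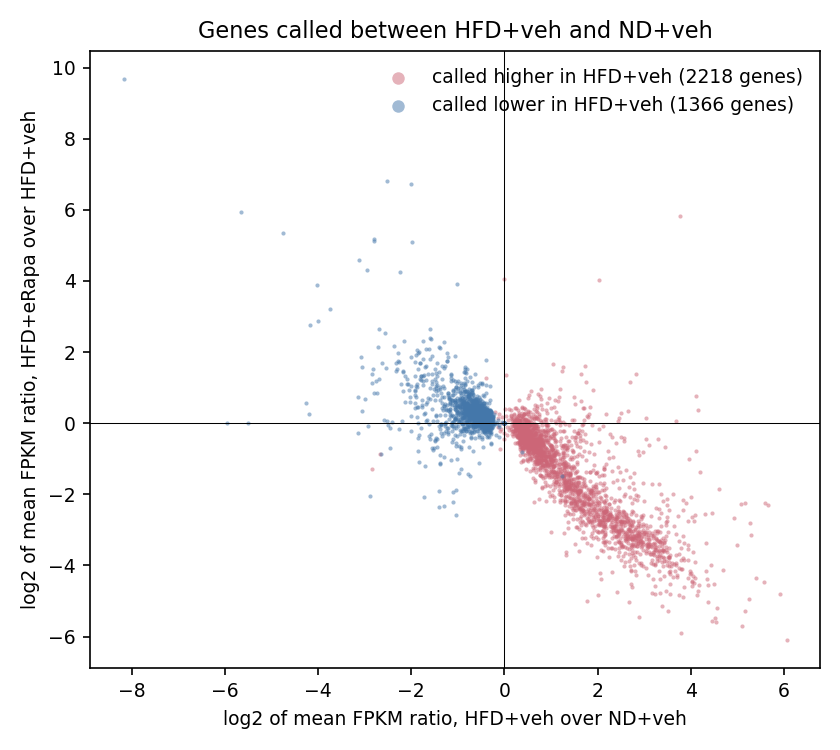
Each point is a gene called between HFD+veh and ND+veh, at its log2 ratio of mean FPKM for HFD+veh over ND+veh (x axis) and for HFD+eRapa over HFD+veh (y axis), with 2218 genes called higher and 1366 called lower in HFD+veh. Most points lie in the upper left and lower right quadrants, with a Pearson r of -0.859 across genes.

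The transcriptional regulators that the study names came from an upstream-regulator analysis, which predicts activity. Transcript levels do not test such a prediction. The transcripts of 5 of these regulators were tested in the 3 contrasts. Of these 15 tests, 2 passed an edgeR adjusted p of 0.05 over all genes, and 1, for Rela, passed when adjusted over these 15 tests alone. Rela (chromosome 19, 5637483 to 5648130) was lower in HFD+veh than in ND+veh, with a log2 fold change of -0.46 (edgeR adjusted p = 0.0191), and its difference of 0.24 with eRapa was not called. The Rela call was lost with the immune marker score as a covariate (edgeR adjusted p = 0.213). Trim24 (chromosome 6, 37870811 to 37966296) was higher in HFD+veh by a log2 fold change of 0.54 (edgeR adjusted p = 0.0443). That call was lost with the block, with voom, without the filter and with either marker covariate. Irf3 (chromosome 7, 44997648 to 45002848), Sirt1 (chromosome 10, 63319005 to 63381704) and Hnf4a (chromosome 2, 163506808 to 163572910) were not called in any contrast. Alb (chromosome 5, 90460897 to 90476602), the albumin gene, was not called either, with a log2 fold change of -0.52 for HFD+eRapa against HFD+veh (edgeR adjusted p = 0.0734).

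Per-animal scores of 15 gene lists asked whether functions named in the study shifted together. Of 45 comparisons, 21 had an adjusted exact permutation p under 0.05, 7 between HFD+veh and ND+veh, 9 between HFD+eRapa and HFD+veh and 5 between HFD+eRapa and ND+veh. With same-numbered animals as blocks, sign-flip permutation left 0 of 45, and 17 had an unadjusted p under 0.05. The 7 pairs between HFD+veh and either other group cannot give a permutation p below 0.0156, and the smallest adjusted p was 0.0541. The pairing check was 0.230 for ND+veh with HFD+veh and -0.176 for HFD+veh with HFD+eRapa.

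The score of interferon response genes was 1.48 higher in HFD+veh than in ND+veh (exact permutation p = 0.00466, adjusted 0.0175) and all 7 HFD+veh animals lay above the ND+veh median. In HFD+eRapa it was lower than in HFD+veh by a difference of -1.47 (exact permutation p = 8.74e-05, adjusted 0.000983), and it differed from ND+veh by 0.0110 (exact permutation p = 0.976). The score of genes of the senescence-associated secretory phenotype (SASP) moved the same way, by 0.858 (exact permutation p = 0.00824, adjusted 0.0257) and then by -0.913 (exact permutation p = 0.000962, adjusted 0.00721). Cytochrome P450 and steroid genes moved the opposite way, by -0.961 with the high-fat diet (exact permutation p = 0.00124, adjusted 0.00738) and by 0.840 with eRapa (exact permutation p = 0.00131, adjusted 0.00738).

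Other lists followed different patterns. Branched-chain amino acid degradation was 1.22 higher in HFD+eRapa than in ND+veh (exact permutation p = 4.11e-05, adjusted 0.000983). Its difference of 0.521 between HFD+veh and ND+veh was within the spread between animals (exact permutation p = 0.141). The direct difference between HFD+eRapa and HFD+veh, 0.701, did not pass after adjustment (exact permutation p = 0.0365, adjusted 0.0715). Fatty acid oxidation was 1.31 higher in HFD+eRapa than in HFD+veh and 1.04 higher than in ND+veh (exact permutation p = 8.74e-05 and 8.23e-05, both adjusted 0.000983). The endoplasmic reticulum (ER) stress list was lower in HFD+veh than in ND+veh, by -1.02 (exact permutation p = 0.00917, adjusted 0.0257), and HFD+eRapa did not differ from HFD+veh (0.0699, exact permutation p = 0.801). Cholesterol synthesis was 0.861 higher in HFD+eRapa than in HFD+veh (exact permutation p = 0.00970, adjusted 0.0257). The list of mTORC1-driven anabolic genes was lower in HFD+veh than in ND+veh, by -0.439 (exact permutation p = 0.0126, adjusted 0.0304), and its difference of 0.177 with eRapa was not significant (exact permutation p = 0.1001). The study scored other sets of mTOR target genes and reported a rise with the high-fat diet that eRapa opposed. It also reported less phosphorylation of a ribosomal protein, its marker of mTOR activity, with eRapa. The list used here was written by hand, and its score does not measure mTOR activity.

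Marker lists of other liver cells were scored in the same way. Neutrophil markers were 1.56 higher in HFD+veh than in ND+veh (exact permutation p = 0.00155, adjusted 0.00777), and cholangiocyte markers 0.887 higher (exact permutation p = 0.00901, adjusted 0.0257). Between HFD+eRapa and HFD+veh, macrophage markers differed by -1.30, endothelial markers by -1.29 and stellate cell markers by -1.37 (exact permutation p = 0.0128, 0.0140 and 0.00341, adjusted 0.0304, 0.0315 and 0.0139). Neutrophil markers differed by -1.03 in that contrast (exact permutation p = 0.0223, adjusted 0.0478). Against ND+veh, HFD+eRapa had lower stellate cell markers, by -1.02, and higher cholangiocyte markers, by 0.738 (exact permutation p = 0.00539 and 0.00288, adjusted 0.0187 and 0.0130). Hepatocyte markers did not differ in any contrast, with a smallest exact permutation p of 0.530.

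**Figure D3:**
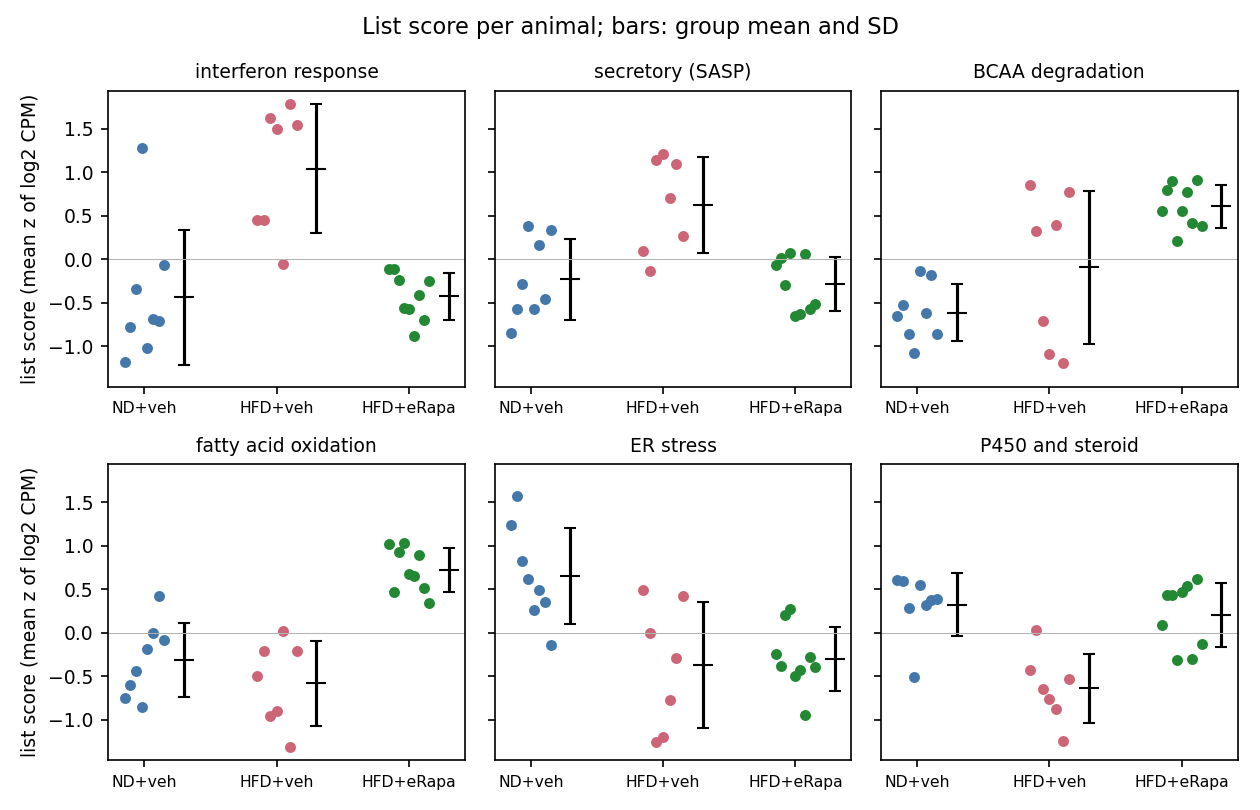
Each point is the score of an animal, the mean z-score of log2 CPM over a gene list, for 6 of the 15 lists in ND+veh (n = 8), HFD+veh (n = 7) and HFD+eRapa (n = 9), with group mean and SD as bars. Interferon, SASP and P450 scores of HFD+eRapa lie near ND+veh, while its mean fatty acid oxidation score lies above those of both other groups and its ER stress scores stay near HFD+veh.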

Values the study reported

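The study reported 3721 genes as differentially expressed for HFD + veh against ND + veh, 5097 for HFD + eRapa against HFD + veh and 2921 for HFD + eRapa against ND + veh. For the genes responding to HFD it gave a Pearson correlation of −0.92 with their response to eRapa. It counted 2467 genes raised by HFD, of which 1788 (72%) were lowered by eRapa. It counted 1254 genes lowered by HFD, of which 477 were raised by eRapa.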

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

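Among 123 groups of values tested (library measures, list scores and log2 CPM of named genes, each in each group), 17 had a library far from the rest of its group, where about 6.15 are given by chance. All tests of explanations in this part were chosen after these libraries were seen.

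ND+veh replicate 4 accounts for 7 of the 17. Its interferon score was 1.28 against -1.18 to -0.0613 in the other ND+veh animals. It had the lowest mTORC1 score (-0.481), P450 score (-0.505) and hepatocyte marker score (-1.55) of its group, and the highest cholangiocyte score (0.567). Its levels of Alb, 15.36 log2 CPM, and Slco1a1, 6.58 log2 CPM, were the lowest in ND+veh. Its total count was not an extreme of the group. Without this library 3593 genes were called between HFD+veh and ND+veh, of which 3105 were among the 3584 called with it in the same direction.

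HFD+veh replicate 6 had the lowest Irf3 (4.13 log2 CPM) and Rela (4.40 log2 CPM) of its group. HFD+eRapa replicate 2 had the highest Saa1 (9.90 log2 CPM) and Saa2 (8.07 log2 CPM), and ND+veh replicate 1 the lowest (2.74 and 0.98 log2 CPM). As Saa1 and Saa2 are near-identical, these are not separate observations. HFD+eRapa replicate 7 had the highest Trim24 (5.58 log2 CPM). ND+veh replicate 8 had the highest lymphocyte score (1.18) and the highest mitochondrial share, 8.15% of counts (95% Wilson interval 8.13 to 8.16), against at most 5.19% in the other ND+veh libraries. HFD+veh replicate 3 had the smallest total of its group, 19.8 M counts (M, units of 1000000) against at least 21.3 M.

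RNA from immune cells was weighed by removing the within-group slope of each measure on the immune marker score. Of the 15 list scores and genes with a far library, 11 kept the same far library. Library size was weighed by asking whether the far library had the largest or smallest total of its group, which held for 4 of the 15. Neither explanation accounts for most of them. Inflammation in single animals, or variation in perfusion and cell recovery, could give such libraries, and the 11 that stayed far after adjustment are in line with more than immune cell content alone. The design gives no label that separates these animals within a group, so no biological explanation was tested.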

How the results depend on the processing

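Where a result changed, the cause was not tested unless a value is given for it.

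With the immune marker score as a covariate, the calls were 1218 for HFD+veh against ND+veh, 923 for HFD+eRapa against HFD+veh and 2939 for HFD+eRapa against ND+veh. In the diet contrast the balance of directions turned, with 560 genes higher and 658 lower in HFD+veh, and it also turned without HFD+veh replicate 6 (988 higher, 1118 lower). The overlaps held 158 (higher, then lower) and 123 genes (lower, then higher). Of the 15 regulator tests 0 passed, and 2 had an unadjusted p under 0.05. With the endothelial, stellate cell and cholangiocyte score as the covariate the counts were 2344, 796 and 2971, the overlaps 196 and 138, and 1 regulator test passed. Requiring an absolute log2 fold change of at least 1 left 1585, 2284 and 711 genes, and 117 genes in the lower-then-higher overlap.

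Limma voom with a weight per group called 1866 genes between HFD+veh and ND+veh, with overlaps of 648 and 326. Fitting only the groups compared called 2333 genes in that contrast, with overlaps of 937 and 343. With at least 10 counts in every library, 2809 genes were called between HFD+eRapa and HFD+veh and the higher-then-lower overlap was 861. Of the regulator tests 1 passed with voom, 1 without a filter and 1 with the replicate block, against 2 as reported. DESeq2, DESeq2 size factors and the absence of a filter kept all 3 counts and both overlaps within 1.5 times those reported. Of the 3584 genes called by edgeR between HFD+veh and ND+veh, DESeq2 called 3550 in the same direction, the voom fit 1841 and the fit without a filter 2302. Without a filter, 889 of the 1496 genes of the higher-then-lower overlap were shared.

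With the replicate block, 2532 genes were called between HFD+eRapa and HFD+veh, the overlaps were 564 and 336, and 0 of the 45 list comparisons passed, with 17 at an unadjusted p under 0.05. Between HFD+eRapa and ND+veh, whose same-numbered libraries had a mean correlation of -0.0612, the block fit called 1575 genes. With different HFD+veh animals in each contrast the median overlaps were 286.5 and 116.5 genes and the median r was -0.750. Each of those contrasts has 3 or 4 HFD+veh animals. The correlation was -0.792 over all genes tested and -0.834 over genes called by DESeq2, moves larger than the SD of 0.0200 over the fits that each left out a library. It was within that SD at a pseudocount of 1, with edgeR fold changes, with Spearman's rho and with the block. The spread ratio of HFD+veh to ND+veh was 1.34 on all principal components, where it passed the exact permutation test (p = 0.0333). Under its 5 alternatives p ran from 0.0333 to 0.151.

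Across the 24 fits that each left out a library, calls ran from 2106 to 4479 for HFD+veh against ND+veh, from 3269 to 5061 for HFD+eRapa against HFD+veh and from 1462 to 2232 for HFD+eRapa against ND+veh. The overlaps ran from 517 to 1971 and from 374 to 830 genes, the regulator calls from 1 to 4, r from -0.887 to -0.776, the list scores from 15 to 24 and the spread ratio from 1.48 to 2.16. The smallest count of the diet contrast and of the first overlap came without HFD+veh replicate 6.

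Some differences reversed, and none of these had passed its test in the first place. The interferon score of HFD+eRapa against ND+veh was -0.136 with log2(FPKM + 1), -0.228 with unlogged FPKM and -0.0106 with the block. The lymphocyte score in that contrast was -0.0177, -0.0372 and, with the median over the list, -0.105. The ER stress score of HFD+eRapa against HFD+veh was -0.167 and -0.168 on both FPKM scales. The hepatocyte score was -0.00471 with unlogged FPKM in that contrast and 0.0344 with the block against ND+veh, and the cholangiocyte score was 0.277 with at least 10 counts in every library. Irf3 changed to -0.088 and -0.11 with the immune and the other covariate, Sirt1 to -0.0010 with the block, both for HFD+eRapa against HFD+veh, and Hnf4a to -0.092 with the other covariate against ND+veh. The other values were sorted only by whether their test passed, so a value that kept its outcome may still have changed in size. Among those for list scores, 32 no longer passed, 5 newly passed and 171 of 219 kept direction and outcome. Of these 32, 21 came from the replicate block, whose permutation p has the lower limit given above. Among those for named genes, 10 were no longer called and 306 of 320 kept direction and outcome.

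Of 16 lymphocyte markers 4 passed the filter, and of 9 neutrophil markers 5, and none of these had 10 counts in every library (0 in both lists), so these lists could not be scored under that filter. Whether depth or the scarcity of such cells is the reason was not tested.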

Other observations

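The tests on sex-biased genes, the shuffled marker scores, the comparisons of mitochondrial and Alb shares and the search for high FPKM values in this part were chosen after the results they bear on were seen.

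For HFD+eRapa against ND+veh 1865 genes were called here with edgeR, fewer than the value quoted from the study above. The study used DESeq2, and its methods give no threshold for these calls, so the counts are not like for like. With DESeq2 2234 genes were called here in that contrast, still fewer than in the study. In the other contrasts edgeR also called fewer genes than the study, while DESeq2 called more, with 4395 for HFD+veh against ND+veh and 5409 for HFD+eRapa against HFD+veh.

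Other splits of the animals tested whether the counts of called genes could arise from any grouping. For HFD+veh against ND+veh, 100 of the 128 splits that part all 7 same-numbered pairs were drawn, and 2 of the 100 gave as many genes as the real split, itself included. The other exchanged all 7 pairs, which keeps the real grouping except for ND+veh replicate 8, and gave 3747 genes. For HFD+eRapa against HFD+veh, 3 of 100 such splits gave as many. Exchanging replicate 2 gave 5159 genes and exchanging replicates 1 and 2 gave 4975, more than the real 4432. For HFD+eRapa against ND+veh, 1 of 100 splits (of 256 that part all 8 pairs) gave as many. The median of the other splits was 0 genes in each of these contrasts, with 12, 17 and 7 of the other splits giving any call. Splits that leave a same-numbered pair in the same group were not drawn.

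All 3 groups were also relabelled within replicate numbers, in 100 draws that include the real grouping. As large an overlap came up in 1 of 100 for the higher-then-lower genes and in 1 of 100 for the lower-then-higher genes. As many regulator calls came up in 1 of 100. Each time this was the real grouping itself, and the largest other values were 22 genes, 78 genes and 0 regulator calls. In 93 of the 100 draws no gene was called in any contrast, so overlaps and regulator calls were 0 there, and these counts add little to those of the called genes. Relabelling only HFD+veh and HFD+eRapa animals gave as large overlaps in 3 of 100 draws each. These were the real grouping and, again, the exchanges of replicate 2 and of 1 and 2. The negative correlation did not stand apart in this way. An r as negative as the real -0.792 over all genes tested came up in 12 of 100 draws of the 3 groups, the real grouping included. The median of the other draws was -0.481, so much of the size of r may come from the HFD+veh mean that both ratios share. With different HFD+veh animals in both ratios the median r was still -0.750 over the genes called in each fit.

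The leading axis of these hepatocyte libraries tracked immune marker RNA. Across the 24 libraries the immune marker score and PC1 had a Pearson r of 0.936 and a Spearman rho of 0.981 (permutation p = 1e-05 for both, the smallest that 100000 resamples can give, adjusted over 6 relations 6e-05). Without the 2 libraries with scores farthest from the median, r was 0.941. It also held within each group, with r = 0.930 in ND+veh (exact permutation p = 0.00114), 0.947 in HFD+veh (exact permutation p = 0.000198) and 0.982 in HFD+eRapa (permutation p = 3e-05), and the pooled within-group r was 0.906 (permutation p = 1e-05). Within the groups r without the 2 farthest libraries was 0.839, 0.940 and 0.992. The scores ran from -1.26 to 0.701 in ND+veh, from -0.439 to 1.76 in HFD+veh and from -1.50 to 0.592 in HFD+eRapa. HFD+veh replicates 1 and 2, at -0.439 and -0.425, were the lowest of their group. Exchanging replicate 2 raised the number of calls between HFD+eRapa and HFD+veh, to 5159 alone and to 4975 together with replicate 1. The exchange of replicate 1 alone was not among the splits drawn for that contrast. The endothelial, stellate cell and cholangiocyte score was not tested against PC1. It was 1.28 in HFD+veh replicate 6 (PC1 123) and -1.20 in HFD+eRapa replicate 6 (PC1 -47.2), the libraries at the ends of PC1. In HFD+veh replicates 1 and 2 it was -0.629 and -0.449, also the lowest of that group. In these libraries it went the same way as the immune score, so the relation to PC1 is not shown to be specific to immune markers. Immune cells recovered with the hepatocytes are a candidate source of this axis, and other liver cells are not excluded. Genes of the immune score also respond in hepatocytes, and the markers were not measured in sorted cells.

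These explanations were tested on the called genes. With the immune marker score as a covariate, 23.5% of the genes called between HFD+veh and ND+veh remained called in the same direction, and 16.6% of those called between HFD+eRapa and HFD+veh. With the endothelial, stellate cell and bile duct score 58.7% of the diet contrast remained, and 14.2% of the genes called between HFD+eRapa and HFD+veh, fewer than with the immune score. Of the genes called between HFD+eRapa and ND+veh, 99.9% remained with the immune score and 84.7% with the endothelial, stellate cell and bile duct score. A covariate that differs between groups removes calls in part by that difference alone. When the within-group part of the immune score was shuffled 20 times, a median of 67.1% of the diet genes remained, and 4 of the 20 shuffles left as few as the real score. For HFD+eRapa against HFD+veh the median was 68.9% and 1 of the 20 left as few. With the other score the medians were 81.2% and 61.8%, and 3 and 2 of the 20 left as few. Between HFD+eRapa and ND+veh, shuffled immune scores also left at least 94.1% of the calls. The 99.9% therefore does not weigh RNA of immune cells in that contrast. RNA of immune cells is a candidate source of some diet calls, but the loss could not be told apart from that given by a score that differs between groups. The loss of eRapa calls was not specific to the immune score, so RNA of immune and of other liver cells could not be told apart there. A change in hepatocytes that runs parallel to either score could not be told apart from these explanations.

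The interferon list was tested with another adjustment, on scores instead of genes. After removal of the within-group slope on the immune score, the interferon score was still higher in HFD+veh than in ND+veh by 1.02 (exact permutation p = 0.0145, adjusted over 27 tests 0.0390) and differed between HFD+eRapa and HFD+veh by -0.973 (exact permutation p = 0.000874, adjusted 0.00578). Without the adjustment the differences were 1.48 and -1.47, in the direction of the group in 7 of 7 and 9 of 9 animals. Of 9 lists adjusted in this way, others lost a difference reported above. The SASP and mTORC1 lists no longer passed between HFD+veh and ND+veh (0.287 and -0.285, exact permutation p = 0.0253 and 0.0471, adjusted 0.0570 and 0.0908), nor cholesterol synthesis between HFD+eRapa and HFD+veh (0.354, exact permutation p = 0.205, adjusted 0.346). Branched-chain amino acid degradation, which had not differed between HFD+veh and ND+veh, did so after adjustment (0.906, exact permutation p = 0.00653, adjusted 0.0218). In the gene-wise fit with the immune covariate the interferon gene Ifi44 was no longer called between HFD+eRapa and HFD+veh, with a log2 fold change of -2.14. A hypothesis is that part of the interferon response lies in hepatocytes themselves and part in immune cells, since the adjustment lowered both differences.

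The wide spread of the HFD+veh libraries was set against depth and immune content. Distance to the centroid had r = 0.279 with log2 total counts (exact permutation p = 0.538, rho 0.393 with p = 0.396) and r = -0.195 with the immune score (exact permutation p = 0.657, rho 0.0357 with p = 0.963) across the 7 libraries. Without the 2 farthest libraries r was -0.0456 and 0.653. Libraries at both ends of the immune score lie far from the centroid, which a linear relation with distance cannot show, so this test leaves immune content open. Within HFD+veh the score followed PC1 closely, as given above.

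Slco1a1, Cyp2a4 and the Mup genes, which moved strongly here, are known for differing between male and female mouse liver. Separate lists of male-biased genes (15 of 16 tested) and female-biased genes (11 of 18 tested), which leave those genes out, were therefore scored. The male-biased score was lower in HFD+veh than in ND+veh by a difference of -0.832 (exact permutation p = 0.00264, adjusted over 6 tests 0.00528, below the ND+veh median in 6 of 7 animals) and higher in HFD+eRapa than in HFD+veh by 1.35 (exact permutation p = 0.000350, adjusted 0.00184, in 9 of 9 animals). The female-biased score moved the other way, by 0.634 (exact permutation p = 0.0256, adjusted 0.0370, in 6 of 7 animals) and then by -1.25 (exact permutation p = 0.000612, adjusted 0.00184, in 9 of 9 animals). HFD+eRapa also lay beyond ND+veh, by 0.521 for the male-biased and by -0.617 for the female-biased score (exact permutation p = 0.0416 and 0.0309, adjusted 0.0416 and 0.0370). Adjusted for the immune score, the first 4 differences were -0.467, 0.961, 0.604 and -1.22, with an exact permutation p of 0.0390, 0.000787, 0.0337 and 0.000612. The adjustment hardly moved the female-biased score. Without genes of large families, whose reads could be shared, 8 and 5 genes were left and p was 0.00373, 0.000175, 0.00124 and 0.000175, while the differences between HFD+eRapa and ND+veh no longer passed (exact permutation p = 0.139 and 0.209). With same-numbered animals as blocks the sign-flip permutation p was 0.0313, 0.0313, 0.109 and 0.0313. A loss of the male pattern of liver expression on the high-fat diet that does not occur with eRapa is offered as a hypothesis. As eRapa was given from 4 months of age, before the diet, no return within an animal was observed. No group received eRapa on normal diet, so an effect of eRapa apart from the diet is not excluded. The hypothesis was found and tested on the same animals, and the Xist and Ddx3y values speak against a mix-up of sexes.

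Mitochondrial genes took 5.23 ± 1.21% of counts in ND+veh (SD, n = 8), 7.26 ± 1.66% in HFD+veh (SD, n = 7) and 8.09 ± 1.57% in HFD+eRapa (SD, n = 9). HFD+eRapa differed from ND+veh by 2.87 percentage points (exact permutation p = 0.00123, adjusted over 18 tests 0.0111). Alb took 10.3 ± 0.811% of counts in HFD+veh (SD, n = 7) and 6.73 ± 1.80% in HFD+eRapa (SD, n = 9), a difference of -3.60 percentage points (exact permutation p = 0.000699, adjusted 0.0111). The gene-wise edgeR test did not call that difference.

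The deposited FPKM table holds 3 values above 10000 FPKM for genes with at most 3 counts in the same library. Gm26387 had 618002 FPKM from 3 counts in HFD+veh replicate 2. Gm22486 had 486793 FPKM and Gm25329 212234 FPKM with 0 counts, in HFD+veh replicate 6 and HFD+eRapa replicate 8. Column totals of FPKM in these libraries were 1375100, 1353430 and 1170910, against at most 953656 in ND+veh. Dividing FPKM by column totals would therefore shift these libraries, which was not done here.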
